A study of Mus musculus with 11 samples. Its data were reported in "Functional role of Tet-mediated RNA hydroxymethylcytosine in mouse ES cells and during differentiation" (2020).

How the data were processed

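RNA sequencing was analysed from 11 libraries of mouse embryonic stem cells (ESCs), which fall into 5 groups. WT cells and cells lacking the Tet1, Tet2 and Tet3 dioxygenases (triple knockout, TKO) were sampled at 0 h and after 4 h in 10 µg/ml α-amanitin, an inhibitor of RNA polymerase II, with 2 ribodepleted total RNA libraries per group. A further 3 WT libraries were made from polyadenylated RNA. Groups and replicate numbers were taken from the sample titles.

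Each deposited file holds one value per gene in TPM, a length-corrected share of the library's transcripts scaled to a common total, which the authors computed from HTSeq gene counts. According to their methods, low-complexity reads and reads matching ribosomal or transfer RNA were removed with AfterQC and Bowtie2, adapters were trimmed with Trimmomatic, and the remaining reads were aligned with STAR to mm9 with RefSeq genes. Software versions and the strand setting of the counting were not stated, so values of genes that overlap others, or that share sequence with near-identical copies, are uncertain. Each file lists 23284 genes, and 19869 were above 0 in at least 1 library. TPM values are relative within a library, so a change shared by all transcripts after transcription inhibition cannot be seen in them, and no absolute half-life was computed.

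The deposited TPM values lie on steps that correspond to whole reads. Reads were recovered from the ratios between libraries for 100% of genes, up to a divisor common to all libraries of a gene. The recovered totals ranged from 72639837 to 82129168 reads in the polyA libraries and from 25507874 to 29781366 in the ribodepleted libraries. The recovered reads did not enter the limma fits on TPM. They served to describe depth, to compare replicates, to set minimum reads for some gene sets, and as input to an alternative chosen after the data were seen (limma voom). Replicates of every group were compared by a chi-square statistic over genes with recovered reads. It exceeded its degrees of freedom by a factor of at least 1.56 in each pair, so no library was treated as a repeat of another. The lowest factor was that of the TKO libraries at 0 h, and the other pairs lay from 2.44 to 11.1. This statistic cannot show whether libraries of a group came from separate cultures.

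The TPM values of the 8 ribodepleted libraries were divided by median-of-ratios size factors computed over the tested genes, and log2(scaled TPM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with 1 coefficient for each of the 4 groups and no replicate block. Genes with a mean scaled TPM above 1 were tested (12465 genes). A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change exceeded 1.5-fold on the log2(scaled TPM + 1) scale, which understates the change of low genes. These limits on adjusted p and fold change take the values given in the study, which analysed raw counts with DESeq2, so the calls are not equivalent to its own. The deposited values are TPM, so no count-based tool was used in this fit, and limma voom on recovered reads was run as an alternative chosen after the data were seen. The contrasts were 4 h against 0 h in WT, the same in TKO, their difference (the interaction), and TKO against WT at each time. WT polyA libraries were compared with WT ribodepleted libraries at 0 h in a separate fit of 5 libraries (12479 genes tested). All p-values are two-sided. With 2 libraries per group, leaving out a library leaves 1 in its group, so such settings give values without a test.

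The size of the TKO change relative to the WT change was summarised by an instrumental-variable slope across genes, in which one WT replicate pair serves as instrument for the other. It carries no p-value because genes are not replicates. Replicate pairs were formed from the replicate numbers in the titles, which do not state that same-numbered libraries were processed together. Deviations of same-numbered libraries from their group means correlated across genes at between -0.044 and 0.12. Fits with the replicate number as a block were run as an alternative. Gene lists were tested with limma camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 6 tests, made within each alternative as well. One list held 22 immediate-early genes with short-lived mRNAs, and the other held 9 transcripts named in the study, of which 3 were part of its stability assay. A supplementary table of the study's calls had been read before the immediate-early list was written.

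Named genes followed a rule: the Tet genes, the study-named list, 6 pluripotency markers, and for each contrast the 3 called genes with the largest rise and the 3 with the largest fall whose libraries did not overlap between groups. The 3 immediate-early genes with the highest mean scaled TPM were also named. Groupings, contrasts, gene lists, this rule and most alternatives were fixed before the data were examined. The alternatives were deposited TPM without scaling, quantile normalisation, pseudocounts of 0.1 and 5 TPM, other filters, a replicate block, no fold threshold, no variance trend, fits on the groups of a contrast alone, other slope estimators and leaving out single libraries. A further 3 alternatives were chosen after the data were seen: voom on recovered reads, removal of features under 200 bp, and size factors over all genes.

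Gene positions and transcript GC content came from GENCODE vM1 on NCBIM37, the assembly also called mm9, which placed 93.2% of the genes by symbol. Gene lengths were those implied by the TPM and the recovered reads. The code was tested on simulated counts with 200 genes changed 2-fold, of which 199 of the 12469 tested genes were testable. It called 95.5% of these in a contrast of 2 against 2 libraries and 70.9% in the interaction. The changes were put into WT at 4 h alone, in genes with many reads, at a coefficient of variation of 0.1. These rates therefore do not hold for smaller or partial differences. Of 152 genes called in the interaction, 141 were changed genes. In the TKO contrast, where no gene was changed, 8 genes were called. A separate simulation returned a slope of 0.48 for a true slope of 0.5. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.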

Results

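The data comprised 3 polyA RNA-seq libraries of WT mouse ESCs and 8 ribodepleted libraries, 2 each of WT and TKO cells at 0 h and after 4 h of α-amanitin. Recovered reads ranged from 72639837 to 82129168 per polyA library and from 25507874 to 29781366 per ribodepleted library. Rpph1 and Rmrp, the RNA components of ribonucleases P and MRP, together took between 12.2% and 14.7% of the TPM in the ribodepleted libraries. Across the ribodepleted libraries, the first principal component of log2(scaled TPM + 1) held 74.9% of the variance and separated the genotypes. The second held 14.5% and followed the treatment. On that component the 2 TKO libraries at 4 h lay apart, at -2.37 for replicate 1 and -15.0 for replicate 2, whereas the TKO libraries at 0 h lay at 8.14 and 7.81. The WT libraries lay at 15.6 and 12.99 at 0 h and at -15.1 and -12.1 at 4 h.

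**Figure D1:**
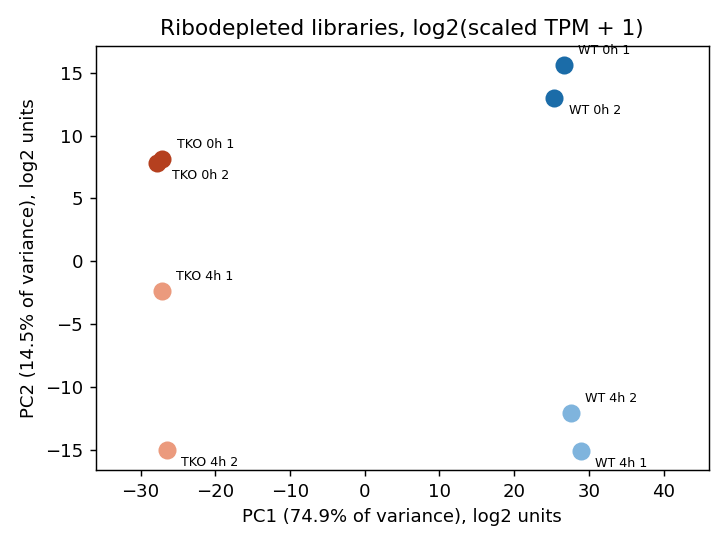
Principal components of the 8 ribodepleted libraries, computed from log2(scaled TPM + 1) of 12465 genes, with the first component on the x axis and the second on the y axis, both in log2 units. Each point is a library; TKO 4 h replicate 1 lies at -2.37 on the second component and TKO 4 h replicate 2 at -15.0.

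The targeted genes were examined first, as a check of the genotype labels. Tet1 (chromosome 10, 62267318 to 62361866 in NCBIM37, minus strand) was present at 135 ± 17.7 TPM in WT at 0 h and 32.5 ± 0.36 TPM in TKO at 0 h (SD, n = 2 libraries each). At 4 h it was at 109 ± 0.033 TPM in WT and 25.1 ± 5.35 TPM in TKO (SD, n = 2). Tet1 was lower in TKO by limma at 0 h (log2 change -2.11, SE 0.10, adjusted p = 1.45e-06) and at 4 h (log2 change -2.24, adjusted p = 1.12e-06). Tet2 (chromosome 3, 133126643 to 133207354, minus strand) was at 52.5 ± 6.74 TPM in WT and 8.06 ± 0.38 TPM in TKO at 0 h (SD, n = 2), a log2 change of -2.64 (SE 0.096, adjusted p = 3.25e-07). Reads of both genes therefore remained in every TKO library, with at least 4047 recovered reads for Tet1 and 733 for Tet2. Tet3 (chromosome 6, 83312367 to 83391672, minus strand) was low in every library. It was at 1.47 ± 0.0080 TPM in WT and 1.57 ± 0.10 TPM in TKO at 0 h (SD, n = 2), and did not differ in limma (adjusted p = 0.997). The sign of its change depended on the scaling, with -0.16 on the log2 scale after quantile normalisation (adjusted p = 0.172). Tet3 had between 170 and 245 recovered reads per ribodepleted library, and its value did not separate the genotypes. In the 3 WT polyA libraries, Tet1 was at 171 ± 18.7 TPM, Tet2 at 80.2 ± 6.28 TPM and Tet3 at 2.65 ± 0.32 TPM (SD, n = 3). With the replicate number as a block, the adjusted p at 0 h was 1.62e-06 for Tet1 and 4.47e-07 for Tet2.

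**Figure D2:**
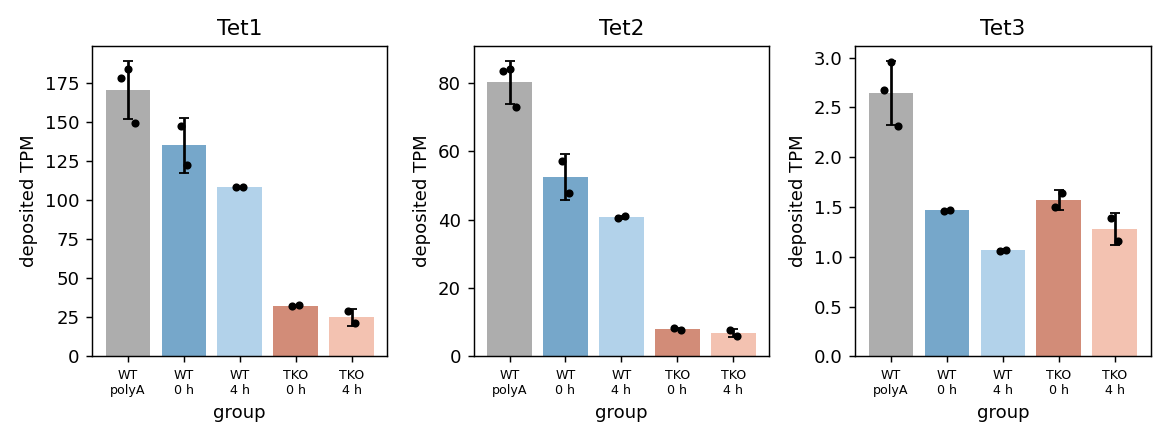
Deposited TPM of Tet1, Tet2 and Tet3 (y axis) in each of the 5 groups (x axis). Bars are group means, error bars are SDs and points are libraries; Tet1 and Tet2 are lower in TKO than in WT libraries at both times, and Tet3, whose change is -0.16 at 0 h after quantile normalisation, is not.

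To ask how expression differs between the genotypes, TKO and WT cells were compared at 0 h. The study used previously generated TKO cells, and no title states that libraries of a genotype come from different lines. The p-values therefore do not separate Tet loss from other differences between the lines. Of 12465 genes, 1308 were called higher and 677 lower in TKO, so that 65.9% of the calls were higher. These numbers cover all tested genes. Calls moved most when the fold threshold was dropped, to 3471 higher and 3517 lower. With a replicate block, 1311 genes were called higher and 678 lower. At 4 h, 1375 genes were called higher and 725 lower, and with a block 1373 and 731. Between the times, 1126 genes were called higher in both and 530 were called lower in both. The share of higher calls depended on the scaling. At 0 h it was 75.5% with deposited TPM (1595 higher and 518 lower) and 56.5% after quantile normalisation (1088 and 839). At 4 h it was 65.5% with size factors, 81.1% with deposited TPM and 54.6% after quantile normalisation. The median change of all tested genes at 4 h was -0.0051 with size factors and 0.14 with deposited TPM.

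Among called genes, the largest rises at 0 h were those of H19, Rprl1 and Smtnl1. H19 (chromosome 7, 149761434 to 149764048, minus strand, a noncoding transcript) rose from 8.10 ± 0.40 to 211 ± 0.82 scaled TPM (SD, n = 2), a log2 change of 4.54 (SE 0.083, limma adjusted p = 1.70e-08). Smtnl1 (chromosome 2, 84651333 to 84662809, minus strand) changed by 4.01 (SE 0.085). Rprl1 changed by 4.10, but its sequence resembles Rpph1, so its value is uncertain. The largest falls were those of Olig2 (chromosome 16, 91225795 to 91228922, plus strand), Apoa2 (chromosome 1, 173155185 to 173156510, plus strand) and Olig1 (chromosome 16, 91270014 to 91272184, plus strand). Olig2 was at 18.0 ± 1.12 scaled TPM in WT and 0.040 ± 0.016 in TKO (SD, n = 2), a log2 change of -4.19 (SE 0.088, limma adjusted p = 2.25e-08). Apoa2 changed by -4.15 and Olig1 by -3.33 on the log2(scaled TPM + 1) scale. At 4 h the same rule gave H19, Smtnl1 and Ipp (chromosome 4, 116180154 to 116210848, plus strand) as the largest rises, the last with a log2 change of 3.66, and again Apoa2, Olig2 and Olig1 as the largest falls, with Apoa2 listed at 0 in both TKO libraries.

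Of 6 pluripotency markers, Zfp42 differed most between TKO and WT at 0 h, at 490 ± 10.6 scaled TPM in WT and 115 ± 2.51 in TKO (SD, n = 2; log2 change -2.08, SE 0.067, limma adjusted p = 1.74e-07). Klf4 (log2 change -0.97, limma adjusted p = 0.00016) and Esrrb (-0.74, adjusted p = 2.61e-06) were also called lower. Pou5f1 (-0.34, adjusted p = 0.0052) and Sox2 (-0.35, adjusted p = 0.0050) were lower by less than 1.5-fold, and for Sox2 the adjusted p rose to 0.053 with deposited TPM and 0.057 after quantile normalisation. Nanog (0.16, adjusted p = 0.13) did not differ.

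The effect of α-amanitin was then measured in each genotype. In WT cells, 11 genes were called higher and 251 lower at 4 h, and the median change of all genes was 0.028. With a replicate block, 13 were called higher and 260 lower. The calls moved most with the fold threshold dropped, to 2730 higher and 1965 lower, so that more genes were higher than lower. The number of lower calls was 585 with deposited TPM, where the median of all genes moved to -0.11. Of the 251 genes called lower, 124 were features under 200 bp, among 340 such features tested. The largest falls were those of Mir15b (log2 change -2.28, SE 0.26, limma adjusted p = 0.0027), Mir5119 (-2.21) and Mir709 (-1.97), for which the mean of recovered reads per library was 13.6, 7.75 and 5. Mir15b (chromosome 3, 68813678 to 68813775, plus strand) lies in an intron of Smc4, and Mir709 (chromosome 8, 86609998 to 86610085, plus strand) in an intron of Rfx1. The largest rises were those of Mir3067, Mir379 and A330069E16Rik. The first 2 rested on a mean of 1.25 recovered reads per library, and their adjusted p was above 0.05 with a pseudocount of 0.1 TPM. A330069E16Rik (chromosome 2, 91077303 to 91078509, plus strand, a noncoding transcript) changed by 0.88 (SE 0.16, limma adjusted p = 0.0070).

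In TKO cells, 0 genes were called higher and 20 lower at 4 h, while 3110 genes had an unadjusted p under 0.05 against 623 expected by chance. With a replicate block 18 were called lower. The count moved to 0 without a variance trend and to 51 with deposited TPM. With the fold threshold dropped, 0 were higher and 33 lower, whereas limma voom on recovered reads, chosen after the data were seen, gave 729 genes with an adjusted p under 0.05 in TKO and 5241 in WT. The largest falls were those of Mirlet7i, Mir290 and Cyr61 (chromosome 3, 145309935 to 145312949, minus strand). Cyr61 fell from 122 ± 4.27 to 63.6 ± 7.37 scaled TPM (SD, n = 2), a log2 change of -0.93 (SE 0.12, limma adjusted p = 0.044, and 0.052 with a pseudocount of 0.1 TPM). Mir290 (chromosome 7, 3218627 to 3218709, plus strand) changed by -0.94 (limma adjusted p = 0.049, and 0.063 with a replicate block). Mirlet7i (chromosome 10, 122422696 to 122422780, minus strand) changed by -1.38 on a mean of 4.38 recovered reads per library (limma adjusted p = 0.049, and 0.051 with a replicate block). Of the genes called lower in TKO, 16 were also called lower in WT. Of the 251 genes called lower in WT, 233 had a mean TKO change below 0.

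A larger number of calls in WT than in TKO does not test whether the genotypes differ, and the interaction was tested directly. No gene was called: 0 were higher and 0 lower, without and with a replicate block. At an unadjusted p under 0.05 there were 938 genes, against 623 expected by chance, and the smallest adjusted p was 0.53. On group means alone, 301 genes lay past 1.5-fold lower and 21 higher in WT, and 112 lower and 18 higher in TKO. Leaving out single libraries gave between 75 and 196 genes lower in TKO, and between 288 and 361 in WT. The slope of the TKO change on the WT change was 0.60 ± 0.31 (SD, n = 2 TKO replicate pairs), with 0.38 for pair 1 and 0.82 for pair 2. An ordinary least-squares slope was 0.48, and crossed pairs gave 0.62. The smaller change in TKO was therefore of unequal size in the 2 pairs, and the spread between them was large relative to the distance of the mean from 1.

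**Figure D3:**
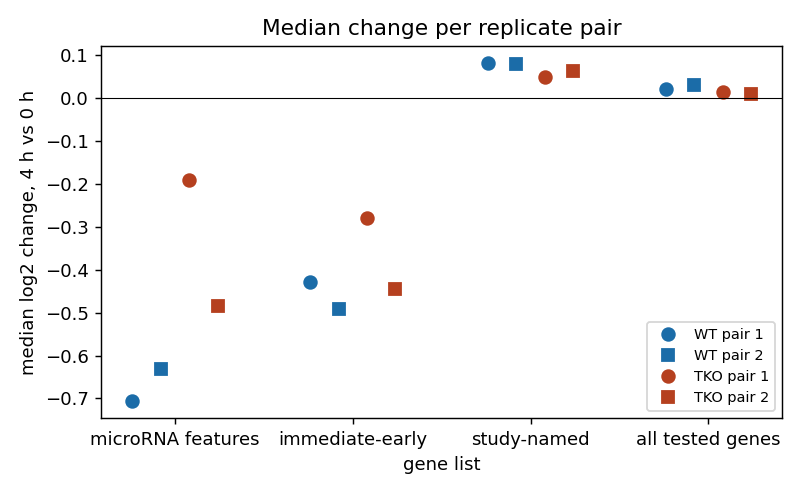
Median log2 change from 0 h to 4 h (y axis) in each WT and TKO replicate pair, for 84 microRNA features with at least 10 reads, the immediate-early list, the study-named list and all tested genes (x axis). Each point is a replicate pair; for microRNA features the medians are -0.71 and -0.63 in WT and -0.19 and -0.49 in TKO.

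Immediate-early genes encode short-lived mRNAs and were used to check inhibition of transcription. The check covers a fall relative to other genes and cannot show how complete inhibition was in either genotype. Of 22 listed genes, 20 were tested. Their median log2 change was -0.44 in WT (limma camera, adjusted p = 1.37e-09 over 6 list tests; 19 of 20 genes below 0) and -0.36 in TKO (adjusted p = 2.18e-13; 20 of 20 below 0). Both medians were smaller than a 1.5-fold change, so the small p-values reflect a shared fall and not its size. Incomplete inhibition in both genotypes was not ruled out. In WT, 18 of the genes had an adjusted p under 0.05, both over all tested genes and over the list alone. In TKO, 1 gene passed over all tested genes and 17 over the list alone. In the interaction the median was 0.12 (limma camera, adjusted p = 0.028; 7 of 20 genes below 0), with 0 genes passing over the list alone. The limma camera adjusted p of the interaction was 0.034 with a replicate block. Over 10 alternatives it lay from 0.0039 to 0.114, and it was under 0.05 in 7 of them. The medians of the 2 TKO pairs were -0.28 and -0.44, and those of the WT pairs were -0.43 and -0.49. Of the 3 most abundant genes of the list, Mcl1 changed by -0.36 in WT and -0.26 in TKO, Mycn by -0.33 and -0.20, and Ier2 by -0.58 and -0.35. None of the 3 differed between genotypes after adjustment (limma adjusted p of the interaction from 0.67 to 0.70).

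A list of 9 transcripts was drawn from those named in the study: Eed, Jarid2 and Dab1, whose stability it examined, and Smarcc1, Paf1, Mbd3, Sfpq, Cdh4 and Mdc1, which it named as examples in other assays. All were tested. As a list they did not fall relative to other genes after α-amanitin: the median log2 change was 0.076 in WT (limma camera adjusted p = 0.18), 0.047 in TKO (adjusted p = 0.27) and -0.047 in the interaction (adjusted p = 0.24). With a replicate block the limma camera adjusted p was 0.175 in WT, 0.258 in TKO and 0.251 in the interaction. With deposited TPM the medians were -0.072 in WT, -0.049 in TKO and 0.014 in the interaction, where those of all tested genes were -0.11, -0.074 and 0.038. Relative to all tested genes, the list lay at 0.048 in WT, 0.034 in TKO and -0.032 in the interaction with size factors, and at 0.039, 0.025 and -0.024 with deposited TPM. After quantile normalisation these relative values had the other sign, at -0.015, -0.0028 and 0.022. In WT, Sfpq (0.24), Mbd3 (0.21) and Smarcc1 (0.15) had an adjusted p under 0.05, over all genes and over the list alone, and none of the 9 did in TKO or in the interaction. None of the 3 passed with deposited TPM, where the median of all genes was lower, or after quantile normalisation.

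At 0 h, Eed (chromosome 7, 97103166 to 97129493, minus strand) was at 286 ± 4.45 scaled TPM in WT and 192 ± 3.68 in TKO (SD, n = 2; log2 change -0.57, SE 0.043, limma adjusted p = 1.17e-05). Jarid2 (chromosome 13, 44824843 to 45017012, plus strand) was at 193 ± 16.3 in WT and 146 ± 0.32 in TKO (SD, n = 2; log2 change -0.39, SE 0.058, limma adjusted p = 0.00051). Mbd3 (-0.36), Paf1 (-0.33) and Sfpq (-0.32) were also lower, and Cdh4 (0.37) was higher, each with an adjusted p under 0.05 and less than 1.5-fold. Cdh4 no longer passed after quantile normalisation (limma adjusted p = 0.089). Smarcc1 (-0.12), Mdc1 (-0.069) and Dab1 (0.090) did not pass. Smarcc1 lay near the limit (limma adjusted p = 0.053). It passed in 2 alternatives chosen after the data were seen: voom on recovered reads (limma voom adjusted p = 0.041) and size factors over all genes (limma adjusted p = 0.021).

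WT polyA and WT ribodepleted libraries at 0 h differ in RNA selection and sequencing experiment together, so the source of a difference cannot be separated. Of 12479 genes, 2339 were called higher and 2045 lower in the polyA libraries. With a replicate block the numbers were 2325 and 2030. They moved most with the fold threshold dropped, to 5011 and 5091. Rmrp differed by -14.63 on the log2 scale (SE 0.070), Rpph1 by -12.80 and Rprl3 by -12.34. Rprl3 was listed at 0 in the 3 polyA libraries, and shares sequence with Rpph1. The largest differences in the other direction were those of 2310034O05Rik, listed at 0 in both ribodepleted libraries and at 137 ± 7.32 scaled TPM in the polyA libraries (SD, n = 3), of G530011O06Rik (4.83) and of S100a11 (4.47). The study took genes above a TPM threshold as expressed. With 1 TPM applied here to the mean of the 3 polyA libraries, 12274 genes were expressed, and 12122 were above it in every polyA library.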

Values the study reported

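From RNA-seq of TKO ESCs, the study reported that 55.6% of transcripts enriched in 5hmC were upregulated and 44.4% were downregulated on Tet loss. Of the mRNAs bound by Tet1 or Tet2, it reported 65.9% upregulated and 34.1% downregulated.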

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

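Of the tests in this part, the ratios of the immediate-early list were chosen only after the result had been seen, and the test of microRNA features with more reads was chosen before.

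The immediate-early list changed differently in the 2 genotypes, with a median interaction of 0.12 on the log2 scale (limma camera, adjusted p = 0.028 over 6 list tests), and 7 of 20 genes lay below 0. Over 10 alternatives the adjusted p lay from 0.0039 to 0.114. It was above 0.05 in 3 of them: deposited TPM (0.084), a pseudocount of 5 TPM (0.096) and quantile normalisation (0.114). The pair medians overlapped between genotypes, at -0.43 and -0.49 in WT and -0.28 and -0.44 in TKO. A candidate explanation is that 1 TKO library carries the difference. The ratio of the list's median change in TKO to that in WT was 0.63 for TKO pair 1 (bootstrap 95% interval 0.48 to 0.86 over 20 genes) and 1.00 for pair 2 (0.75 to 1.25), so that the interval of pair 2 alone included 1. Another explanation is that the list follows the smaller change of all genes in TKO. Over both pairs the ratio was 0.81 (0.64 to 0.97), and this interval left out the mean slope over all genes, 0.60. Set against the slope of the same pair, the interval of pair 1 left out 0.38, while that of pair 2 included 0.82. The intervals resample genes and not libraries, and the slope had an SD of 0.31 over the 2 pairs, so this explanation remains open. With 2 libraries per group, an effect of genotype cannot be told apart from a difference of TKO 4 h replicate 1.

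Among 37 named genes, 4 microRNA features had replicate pairs that moved in opposite directions between groups. Mir709 fell in both WT pairs and rose in both TKO pairs after α-amanitin, with an interaction of 2.47. For Mir15b (1.86), Mir5119 (1.92) and Mirlet7i (-1.58), both replicate differences between TKO and WT had one sign at 0 h and the other at 4 h. In the limma test of the interaction their adjusted p lay between 0.53 and 0.65, so none passed. These genes were named because of a large change within WT or within TKO, and such a choice favours genes with a large chance deviation in 1 group. Of all tested genes, 585 (4.69%) had treatment pairs opposite in this sense, where independent signs would give 12.5%. The 4 features had between 4.38 and 13.6 recovered reads per library in the mean, and few reads may account for their differences. In the 6 microRNA features with at least 100 reads, the median WT change was -0.36 (range -1.34 to 0.35), and 5 of the 6 fell in both WT pairs. No biological explanation was tested for the 4 features.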

How the results depend on the processing

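Across 31 alternatives, 344 values that answer a comparison kept their direction and side of the threshold or their size, 106 moved, 1 no longer passed, 1 newly passed and 10 changed sign. The cause was not tested unless a value is given for it. In these counts a list test passed when its unadjusted limma camera p was under 0.05. By adjusted p, the immediate-early interaction also failed with deposited TPM (limma camera, 0.084) and a pseudocount of 5 TPM (0.096), besides quantile normalisation (0.114). The value counted as newly passed, the study-named list in WT without a filter, did not pass by adjusted p (limma camera, 0.059). Voom on recovered reads, removal of features under 200 bp and size factors over all genes were chosen after seeing the data. The interaction gave 0 calls in 12 alternatives that tested it, in which from 596 to 972 genes had an unadjusted p under 0.05. Without a filter, 2 genes were called higher (Mir664 and Mir680-2) and 2 lower (Mir3075 and Mir326), named after their values were seen, each with at most 1 read in any library. With a replicate block, 260 genes were called lower in WT and 18 in TKO. The slope, 0.60, lay from 0.48 by ordinary least squares to 0.64 after quantile normalisation, and from 0.38 to 0.82 with 1 TKO pair left out. These 2 pair values cannot lie farther from their mean than their SD, so that comparison shows no stability.

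Genes called higher and lower numbered 11 and 251 in WT after α-amanitin, 0 and 20 in TKO after α-amanitin, 0 and 0 in the interaction, 1308 and 677 in TKO against WT at 0 h, 1375 and 725 in TKO against WT at 4 h, 2339 and 2045 in polyA against ribodepleted libraries. Counts that differed by more than 1.5 times are given for each alternative. With deposited TPM the numbers became 4 higher and 585 lower in WT after α-amanitin, 2 higher and 51 lower in TKO after α-amanitin, 449 lower in TKO against WT at 4 h. After quantile normalisation the numbers became 18 higher in WT after α-amanitin, 1 higher in TKO after α-amanitin. With a pseudocount of 0.1 TPM the numbers became 33 higher in WT after α-amanitin, 1 lower in TKO after α-amanitin. With a pseudocount of 5 TPM the numbers became 1 higher and 148 lower in WT after α-amanitin, 1 higher in TKO after α-amanitin, 550 higher and 354 lower in TKO against WT at 0 h, 582 higher and 416 lower in TKO against WT at 4 h. Without a filter on low values the numbers became 1 higher and 3 lower in TKO after α-amanitin, 2 higher and 2 lower in the interaction. In genes over 1 TPM in the polyA libraries the numbers became 1 higher in TKO after α-amanitin. Above a mean of 10 scaled TPM the numbers became 3 higher in WT after α-amanitin, 32 lower in TKO after α-amanitin, 544 higher and 324 lower in TKO against WT at 0 h, 606 higher and 338 lower in TKO against WT at 4 h, 1444 higher and 1160 lower in polyA against ribodepleted libraries. Without a fold threshold the numbers became 2730 higher and 1965 lower in WT after α-amanitin, 33 lower in TKO after α-amanitin, 3471 higher and 3517 lower in TKO against WT at 0 h, 3624 higher and 3777 lower in TKO against WT at 4 h, 5011 higher and 5091 lower in polyA against ribodepleted libraries. Without a variance trend the numbers became 0 lower in TKO after α-amanitin. In fits on the groups of the contrast alone the numbers became 1 higher and 9 lower in TKO after α-amanitin. With voom the numbers became 34 higher and 382 lower in WT after α-amanitin, 5 higher and 48 lower in TKO after α-amanitin. Without features under 200 bp the numbers became 137 lower in WT after α-amanitin, 2 higher in TKO after α-amanitin. With size factors over all genes the numbers became 11 lower in TKO after α-amanitin. Without a fold threshold, limma voom gave 5241 genes with an adjusted p under 0.05 in WT and 729 in TKO after α-amanitin. The share of higher calls in TKO against WT at 0 h, 65.9%, moved to 75.5% with deposited TPM and 56.5% after quantile normalisation. At 4 h the share, 65.5%, moved to 81.1% with deposited TPM and 54.6% after quantile normalisation. Deposited TPM moved the median change of all genes from 0.028 to -0.11 in WT, and from -0.0051 to 0.14 in TKO against WT at 4 h.

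Genes past 1.5-fold without a test numbered 21 and 301 in WT after α-amanitin, 18 and 112 in TKO after α-amanitin, 103 and 48 in the interaction, 1321 and 703 in TKO against WT at 0 h, 1399 and 758 in TKO against WT at 4 h. With deposited TPM the numbers became 11 higher and 640 lower in WT after α-amanitin, 10 higher in TKO after α-amanitin, 475 lower in TKO against WT at 4 h. With a pseudocount of 0.1 TPM the numbers became 68 higher and 491 lower in WT after α-amanitin, 51 higher and 179 lower in TKO after α-amanitin, 200 higher and 111 lower in the interaction. With a pseudocount of 5 TPM the numbers became 2 higher and 160 lower in WT after α-amanitin, 2 higher and 49 lower in TKO after α-amanitin, 43 higher and 5 lower in the interaction, 550 higher and 355 lower in TKO against WT at 0 h, 583 higher and 420 lower in TKO against WT at 4 h. Without a filter on low values the numbers became 81 lower in the interaction. In genes over 1 TPM in the polyA libraries the numbers became 11 higher in WT after α-amanitin, 6 higher and 62 lower in TKO after α-amanitin, 54 higher and 24 lower in the interaction. Above a mean of 10 scaled TPM the numbers became 3 higher and 197 lower in WT after α-amanitin, 0 higher and 59 lower in TKO after α-amanitin, 32 higher and 7 lower in the interaction, 544 higher and 326 lower in TKO against WT at 0 h, 608 higher and 342 lower in TKO against WT at 4 h. Fits that each left out 1 library gave from 31 to 49 higher and from 288 to 361 lower in WT after α-amanitin, from 28 to 42 higher and from 75 to 196 lower in TKO after α-amanitin, from 101 to 163 higher and from 58 to 73 lower in the interaction, from 1316 to 1359 higher and from 727 to 747 lower in TKO against WT at 0 h, from 1385 to 1485 higher and from 746 to 833 lower in TKO against WT at 4 h. With 1 polyA library left out, from 2314 to 2364 genes were called higher and from 2010 to 2074 lower, and from 12253 to 12303 genes were expressed.

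The immediate-early interaction fell to 0.073 after quantile normalisation (limma camera, adjusted p = 0.114), and its unadjusted p, unlike under the other alternatives, was then above 0.05. The study-named medians, 0.076 in WT, 0.047 in TKO and -0.047 in the interaction, changed sign with deposited TPM, to -0.072, -0.049 and 0.014, and that of the interaction also after quantile normalisation, to 0.011. With deposited TPM the median of all genes shifted too, and relative to it the list kept its sign, at 0.039 in WT, 0.025 in TKO and -0.024 in the interaction. After quantile normalisation it did not, at -0.015, -0.0028 and 0.022. Without a filter, the study-named median in WT was 0.086, with an unadjusted p under 0.05 and a limma camera adjusted p = 0.059. Leaving out single libraries gave medians from -0.51 to -0.42 for the immediate-early list in WT after α-amanitin, from -0.44 to -0.28 for the immediate-early list in TKO after α-amanitin, from 0.046 to 0.15 for the immediate-early list in the interaction, from 0.088 to 0.11 for the study-named list in WT after α-amanitin, from 0.043 to 0.070 for the study-named list in TKO after α-amanitin, from -0.081 to -0.022 for the study-named list in the interaction. Tet1 and Tet2 stayed lower in TKO under every alternative run. The Tet3 change at 0 h, near 0, changed sign after quantile normalisation (-0.16), with voom (-0.0025) and with size factors over all genes (-0.020), and lay from -0.035 to 0.036 with single libraries left out. At 4 h it changed sign after quantile normalisation (-0.17).

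Among the 9 study-named genes some small changes changed sign. With deposited TPM these were Eed in WT after α-amanitin (-0.083), Eed in TKO after α-amanitin (-0.085), Jarid2 in WT after α-amanitin (-0.016), Jarid2 in TKO after α-amanitin (-0.052), Dab1 in WT after α-amanitin (-0.11), Smarcc1 in WT after α-amanitin (-0.0057), Paf1 in WT after α-amanitin (-0.095), Paf1 in TKO after α-amanitin (-0.049), Cdh4 in WT after α-amanitin (-0.072), Mdc1 in TKO against WT at 0 h (0.022). Of these 10, 8 kept their sign relative to the median of all genes, which shifted too. After quantile normalisation these were Eed in WT after α-amanitin (-0.088), Eed in TKO after α-amanitin (-0.064), Jarid2 in WT after α-amanitin (-0.023), Jarid2 in TKO after α-amanitin (-0.032), Dab1 in TKO against WT at 0 h (-0.040), Paf1 in WT after α-amanitin (-0.030), and 1 of these 6 kept its relative sign. Ranges that crossed 0 with single libraries left out were from -0.011 to 0.034 for Eed in TKO after α-amanitin, from -0.082 to 0.12 for Dab1 in WT after α-amanitin, from -0.012 to 0.19 for Dab1 in TKO against WT at 0 h, from -0.057 to 0.15 for Paf1 in TKO after α-amanitin, from -0.063 to 0.10 for Cdh4 in WT after α-amanitin, from -0.10 to 0.027 for Mdc1 in WT after α-amanitin. Of the other values for single genes, 21 no longer passed the threshold, 9 newly passed it and 1 moved, while 673 kept direction and side. Few reads limit the microRNA features: Mir3067 and Mir379 rested on a mean of 1.25 reads per library.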

Other observations

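Of the tests in this part, those of noise in the slope, of a batch shared by replicate numbers and of histone genes were chosen only after the result was seen, as were the chromosome medians over genes with more reads or relative to other chromosomes and the scoring of sex-linked genes by their number.

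The change after α-amanitin was smaller in TKO than in WT, with a mean slope of 0.60 over 2 TKO pairs. Noise in the WT changes lowers an ordinary slope but not the instrumental-variable slope, which was 0.6032. In the 5306 genes with at least 1000 recovered reads per library in the mean, the slopes were 0.37 for pair 1 and 0.90 for pair 2 (mean 0.63, SD 0.37). Few reads therefore did not account for the small slope of pair 1, on which most of the distance of the mean from 1 rests. A candidate explanation is that transcription was inhibited less completely in the TKO cells. If reads on microRNA features come from primary or unspliced transcripts, they should follow the block of transcription more closely than mRNAs do. The median change of 84 such features was 0.46 times as large in TKO as in WT (bootstrap 95% interval 0.34 to 0.62), with 0.28 (0.12 to 0.43) for TKO pair 1 and 0.71 (0.55 to 0.92) for pair 2. Features of 1 cluster are not independent, so these intervals are too narrow. Weaker inhibition, slower decay, or both could give the smaller change, and these values do not separate them.

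The 2 TKO libraries at 4 h differed in the size of the change. The slope of replicate 1 was 0.47 times that of replicate 2 over all tested genes, and the fraction was 0.39 for microRNA features, 0.63 for immediate-early genes and 0.41 for other genes with at least 1000 reads. Deviations of the same-numbered WT and TKO libraries at 4 h correlated at -0.044 across genes, which shows no batch shared by these 2 groups. Over the 6 pairs of groups the correlation lay from -0.044 to 0.12, and the highest was that of TKO at 4 h with WT at 0 h, so a weak effect of shared numbers is not ruled out. Across 12465 genes, the difference between the 2 TKO libraries correlated at 0.47 with the WT change and at -0.081 with log2 length. Across the 11682 genes with a GC value it correlated at 0.28 with GC content and at 0.56 with the WT change, so GC content was the weaker correlate. GC content was not examined apart from the WT change, so an effect of GC content was neither shown nor ruled out. Over the 100 genes lowest in TKO against WT at 0 h, the 2 libraries lay 0.30% and 0.24% of the way from TKO to WT, which speaks against WT material in either. Untreated TKO material in replicate 1 or incomplete inhibition in that culture could each give a smaller change, and no test separated them. The fractions above differed between gene sets, but they carry no interval and do not decide between these explanations. The smaller TKO slope may rest on this library, since the slope was 0.38 with pair 1 and 0.82 with pair 2.

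MicroRNA features were among the largest falls in WT after α-amanitin. Of 39 features that lie in another tested gene, 37 fell more than that gene (94.9%, Wilson 95% interval 83.1% to 98.6%). Their median change was -0.65, against -0.035 for the 19 genes they lie in. This is consistent with reads from introns or primary transcripts, although several features share a gene and are not independent. In the 6 features with at least 100 reads the median was -0.3627 (range -1.34 to 0.35), smaller in size than the -0.71 and -0.63 of the 2 WT pairs over 84 features. These 6 features fell in the median, but their range is wide and includes a rise. They do not show whether the fall is smaller with more reads, so a part played by few reads remains open. Since 124 of the 251 genes called lower in WT were features under 200 bp, the number of lower calls may reflect unspliced or primary transcripts as well as mRNAs.

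WT polyA and ribodepleted libraries differed in 2339 genes called higher and 2045 called lower. Selection of polyadenylated RNA is a candidate explanation for part of this. The mRNAs of replication-dependent histone genes lack a poly(A) tail, and the 61 genes with symbols starting Hist had a median log2 difference of -7.91, with all 61 lower in the polyA libraries. Many of these genes are near-identical copies, so single values are uncertain. The sequencing experiment differed together with the selection and was not separated from it.

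The difference between TKO and WT at 0 h was uneven over chromosomes. The median log2 difference was 0.25 for the 1015 tested genes of chromosome 11, of which 80.3% were higher in TKO, and 0.18 for the 645 of chromosome 1, of which 73.6% were higher. The medians of the other chromosomes lay between -0.11 and 0.00042. In each of the 4 same-numbered TKO and WT library pairs, 2 at 0 h and 2 at 4 h, the median of chromosome 11 lay between 0.25 and 0.27. Over genes with at least 1000 reads it was 0.24, with 0.145 for chromosome 1 and between -0.17 and -0.038 for the others. A limit of 0.3 for a whole-chromosome copy-number difference was set before the values were seen, and whether chromosome 11 passes it depends on where 0 lies. Its median of 0.2542 lay under the limit, but with deposited TPM the median was 0.34. Relative to chromosomes other than 1 and 11, it lay 0.31 higher over all tested genes and 0.34 higher over genes with at least 1000 reads, and from 0.31 to 0.36 higher over the other scalings. Chromosome 1 lay from 0.23 to 0.25 higher. The higher values of chromosome 11 cannot be told apart from a copy-number difference of that chromosome, which would not account for those of chromosome 1. A gain in part of the TKO cells was not tested for either.

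Of 6 Y-linked genes and Xist, 1 gene differed more than 4-fold between every WT and every TKO library (pseudocount 0.1 TPM). This gene, Kdm5d, was singled out after its values were seen. It was at 9.82 and 9.34 TPM in TKO and at 0.33 and 0.25 TPM in WT at 0 h. Eif2s3y also differed, by at least 2.10-fold, at 139 and 139.9 TPM in TKO and at 59.7 and 52.9 TPM in WT at 0 h. Ddx3y was also higher in every TKO than in every WT library, by at least 1.18-fold. It was at 79.2 and 78.5 TPM in TKO and at 56.5 and 48.9 TPM in WT at 0 h. The same held for Zfy2, by at least 1.225-fold, but on 6 reads or fewer per library. For Uty, Zfy1 and Xist the libraries of the genotypes overlapped. Ddx3y, Eif2s3y and Uty were present in all 8 libraries, at 20.7 TPM or more, and Xist was at 0.077 TPM or less. Loss of the Y chromosome or expression of Xist in only 1 of the lines was thus not seen, and does not account for the genotype differences. The cause of the differences at Kdm5d, Eif2s3y, Ddx3y and Zfy2 was not tested.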
